A study of Homo sapiens with 8 samples. Its data were reported in "Gefitinib and Luteolin Cause Growth Arrest of Human Prostate Cancer PC-3 Cells via Inhibition of Cyclin G-Associated Kinase and Induction of miR-630" (2014).

How the data were processed

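miRNA levels were measured in PC-3 cells, an established line of human prostate cancer cells, 24 h after the addition of DMSO (the solvent), 60 µM luteolin, 60 µM gefitinib or both drugs at 60 µM each. Luteolin is a plant flavonoid and gefitinib is an inhibitor of the epidermal growth factor receptor kinase. Each treatment had 2 arrays, which the labels call biological replicates, and the 8 arrays were 1-colour Agilent miRNA arrays on 1 slide, read in 1 scan. Samples were grouped by the treatment named in the labels, and no sample was left out.

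The authors hybridised Cy3-labelled total RNA and extracted each array on its own with the scanner software at its default settings, so that the deposited values are linear signal intensity with the background subtracted and no normalization between arrays. The scanner files give a total signal per miRNA, summed over the probes of the miRNA, and the software sets this total to 0.1 where it does not detect the miRNA. The deposited series table holds the same intensity per spot as the processed signal of the scanner files, within 0.5% for 100% of the spots of miRNA probes. Each array carried 56610 such spots for 1887 human miRNAs, or 30 spots per miRNA, and 0 of these spots were saturated. The methods of the study describe ratios to DMSO-treated cells and a Student's t-test, and no scaling between arrays.

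The total signal of each array was scaled to its 75th percentile over the 365 miRNAs that the software detected on all 8 arrays, and the geometric mean of the 8 percentiles restored the original range. Scaled signals were raised to a floor of 0.609, the median over arrays of the lowest scaled signal of a detected miRNA, and log2 was taken. The 480 miRNAs detected on both arrays of at least 1 group were tested in 1 fit of the 4 groups with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with jsonlite 2.0.0 for reading the list of files. The fit had 4 residual degrees of freedom and a prior worth 1.66. A miRNA was called changed when its limma p-value, adjusted by the Benjamini-Hochberg method over the 480 miRNAs of a comparison, was under 0.05. All p-values from limma are two-sided. An exact permutation test of 2 arrays against 2 could not give a two-sided p under 0.333, so none was used. A miRNA at the floor on both arrays of a group has no spread there, which makes its standard error too small. For this reason the number of calls among miRNAs detected on all 8 arrays is given beside each count, and a fold change against a group in which a miRNA was detected on no array is given as a bound. A bound sets the mean log2 signal of the brighter group against the mean, over the arrays of the dimmer group, of the lowest signal detected on each array. It assumes that an undetected signal lies no higher than that lowest signal, so it is not a strict minimum.

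Comparisons were made of each drug group with the DMSO group, of luteolin plus gefitinib with each drug alone, and of the effect of both drugs with the sum of their single effects on the log2 scale (the interaction). The similarity of 2 drug responses was measured by Pearson's r and Spearman's rho across miRNAs, which are not independent replicates. Since all responses share the DMSO arrays, r was also computed for 1000 simulated sets of unchanged groups, for combinations of the differences between replicates, and with different DMSO arrays for the 2 drugs. Shared calls were counted in 100 simulated sets. Families of related miRNAs were tested with camera of limma at a preset correlation of 0.01 between miRNAs, with fry beside it, over 5 families and 15 tests.

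The miRNAs named were miR-630 and miR-5703, the pair that the study reported, and those chosen by a rule. For each drug group against DMSO the rule took the 5 largest rises and 5 largest falls among called miRNAs detected on all 4 arrays compared, with both drug arrays on the same side of both DMSO arrays. It took up to 3 per direction for the other comparisons, and up to 3 per direction among called miRNAs detected on both arrays of a group and on no array of the other, ranked by their bound. The comparisons, tests, named-miRNA rule and alternatives were chosen before the data were examined, except where the text says that they were chosen after seeing the data. Gene names of miRNAs and of genes that overlap them were taken from a RefSeq table of another genome build than the array design names, so no coordinates are given. That table matched 27 of the 29 miRNAs named, and strand was not considered.

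The alternatives changed the scaling (none, quantile normalization, human small-RNA control probes or spike-in probes), the summary of spots (the mean processed signal, or the series table), the background correction (normexp with an offset of 50 on median spot signals, since mean signals were not in the files, then quantile normalization), the filter, the floor (1, or log2 of the signal plus 16), and the test. For the test, the methods' t-test was run on the scaled log2 signals, not on the unscaled ratios of the study, at the unadjusted threshold of 0.05 with a fold change over 2, and after Benjamini-Hochberg adjustment. Other alternatives fitted only the groups compared, let the prior follow signal, added the replicate number as a block, or left out each array in turn. Alternatives chosen after seeing the data are named in the closing section.

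The fit was tested on simulated data with the spread of the 480 miRNAs. With 100 miRNAs changed by 1.5 on the log2 scale between gefitinib-treated and DMSO-treated groups, 77.9% were recovered over 20 runs, and 4.63% of calls were false. A mean of 0 calls was made per run in a comparison with no change. The simulated noise was independent between arrays and equal in spread across groups, and no value was held at the floor. The measured arrays differed in these respects, so the rates need not hold for them. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9. The number of arrays limits the precision of every value.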

Results

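To examine how luteolin and gefitinib change miRNA levels, RNA was measured on 8 miRNA arrays, 2 for each of 4 treatments of PC-3 cells that lasted 24 h. These were DMSO, luteolin, gefitinib and luteolin plus gefitinib, each drug at 60 µM. The scanner software detected 475 and 430 miRNAs on the arrays of DMSO-treated cells, 479 and 407 on those of luteolin-treated cells, 481 and 468 on those of gefitinib-treated cells, and 447 and 395 on those of cells given luteolin plus gefitinib. Between 392 and 457 miRNAs were detected on both arrays of a group. With the stricter requirement that most spots of a probe lie well above background, between 320 and 410 miRNAs were detected per array. The 75th percentile of the signal over the miRNAs detected on all arrays lay between 60.5 and 92.7 before scaling, with the lowest value on replicate 2 of luteolin plus gefitinib.

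Replicates differed between groups in how closely they matched. Across the 365 miRNAs detected on all arrays, the correlation of replicates on the log2 scale was 0.984 for DMSO, 0.973 for luteolin, 0.997 for gefitinib and 0.991 for luteolin plus gefitinib. The difference between replicates exceeded 2-fold for 21, 41, 2 and 12 miRNAs, respectively. In units of the squared error that the scanner software assigned, the mean squared difference of the gefitinib replicates was 0.953. It was 2.30 for luteolin plus gefitinib, 5.97 for DMSO and more for luteolin. In units of the squared noise among spots of a probe, it was 20.9 for gefitinib and 262 for DMSO. The values for luteolin and luteolin plus gefitinib were 508 and 54.1. The first principal component held 38.0% of the variance and placed both DMSO arrays below every drug array. The second held 33.0% and parted the replicates of DMSO and of luteolin.

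**Figure D1:**
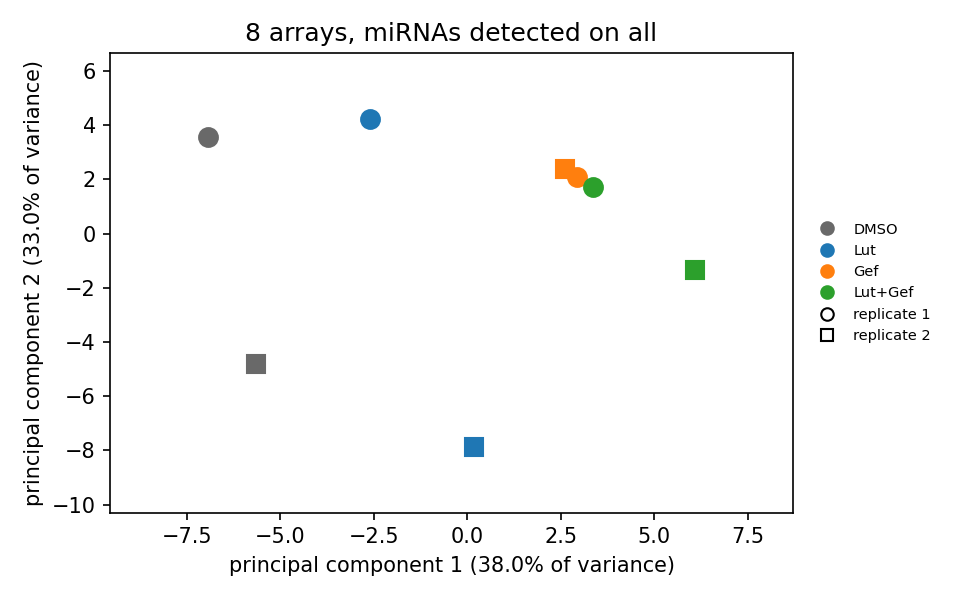
Principal components 1 and 2 of the log2 scaled signals of the 365 miRNAs detected on all 8 arrays, with 1 point per array, coloured by treatment and shaped by replicate. The gefitinib arrays lie close together, and the replicates of DMSO and of luteolin lie apart on component 2.

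The first question was whether the drugs raised miR-630 and miR-5703. The scaled signal of hsa-miR-630 was 25.3 ± 9.52 (SD, n = 2) in DMSO-treated cells, 32.5 ± 10.9 with luteolin, 117 ± 6.62 with gefitinib and 95.3 ± 22.4 with luteolin plus gefitinib. That of hsa-miR-5703 was 26.4 ± 9.95, 34.0 ± 11.6, 110 ± 5.90 and 103 ± 30.3 in the same order. In gefitinib-treated cells, miR-630 was 4.77-fold higher than in DMSO-treated cells (log2 fold change 2.26, SE 0.36, limma adjusted p = 0.0190) and miR-5703 was 4.30-fold higher (2.11, SE 0.38, adjusted p = 0.0281). With luteolin plus gefitinib, miR-630 was 3.85-fold higher (1.95, adjusted p = 0.0265) and miR-5703 was 3.97-fold higher (1.99, adjusted p = 0.0268). In these comparisons both drug arrays lay above both DMSO arrays. Luteolin alone gave 1.29-fold (0.37, adjusted p = 0.901) and 1.30-fold (0.38, adjusted p = 0.910), changes within the spread between replicates. Without replicate 2 of DMSO, both luteolin changes turned to -0.02, but that fit sets DMSO replicate 1 against both luteolin arrays. The replicates of DMSO and of luteolin differed in the same miRNAs (r = 0.908), so part of this spread was shared. The ratio of same-numbered arrays before scaling was 1.43 and 1.45 for each miRNA. With the replicate number as a block, neither was called (limma adjusted p = 0.754 and 0.765). That block assumes a shift common to all groups, which gefitinib did not share. A block without the gefitinib arrays, chosen after seeing the data, called neither (limma adjusted p = 0.758 and 0.771). No fit tested the pairing of DMSO and luteolin alone. The ratio of mean signals before scaling was 5.89 and 5.30 for gefitinib, 1.44 and 1.44 for luteolin, and 3.75 and 3.86 for luteolin plus gefitinib. With no scaling, the log2 fold changes were 2.62 and 2.47 for gefitinib, 0.53 and 0.53 for luteolin, and 1.97 and 2.02 for luteolin plus gefitinib. The limma p-values adjusted over the list alone were 0.00181 for both miRNAs with gefitinib, 0.00240 with luteolin plus gefitinib and 0.366 with luteolin. The study chose this list on the same arrays, so these values are not independent evidence.

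The calls of both miRNAs depended on single arrays. Leaving out an array of a group outside a comparison kept the log2 fold change and altered only the shared estimate of the spread. For gefitinib, miR-630 had an adjusted p of 0.155 without gefitinib replicate 1, 0.154 without gefitinib replicate 2 and 0.113 without DMSO replicate 2, with log2 fold changes of 2.31, 2.20 and 1.86. The corresponding values of miR-5703 were 0.167, 0.159 and 0.138, with log2 fold changes of 2.16, 2.05 and 1.71, and it also had 0.0568 without DMSO replicate 1 and 0.0504 without either replicate of luteolin plus gefitinib. For luteolin plus gefitinib, miR-630 had 0.122 without DMSO replicate 2, 0.0897 without either gefitinib replicate, and 0.0575 and 0.143 without its own replicates 1 and 2. There miR-5703 had 0.0545 and 0.136 without DMSO replicates 1 and 2, 0.0897 without either gefitinib replicate, and 0.0504 and 0.145 without its own replicates 1 and 2. Over all alternatives the adjusted p ranged from 0.00540 to 0.178 for miR-630 and from 0.00702 to 0.248 for miR-5703 with gefitinib, and the largest came from testing all miRNAs with no filter. With luteolin plus gefitinib it ranged from 0.00997 to 0.275 and from 0.0121 to 0.286. The log2 fold change of luteolin plus gefitinib against luteolin alone was 1.57 for miR-630 and 1.61 for miR-5703, each with an adjusted p of 0.138. Against gefitinib alone, miR-630 fell by 0.31 (adjusted p = 0.851) and miR-5703 fell by 0.12 (adjusted p = 0.999). Gefitinib-treated and luteolin-treated cells were not compared directly. The gene of miR-630 lies within ARIH1 in the RefSeq table, and that of miR-5703 lies within no other gene. The ratio of the 2 miRNAs varied across the 8 arrays by an SD of 0.085 on the log2 scale.

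**Figure D2:**
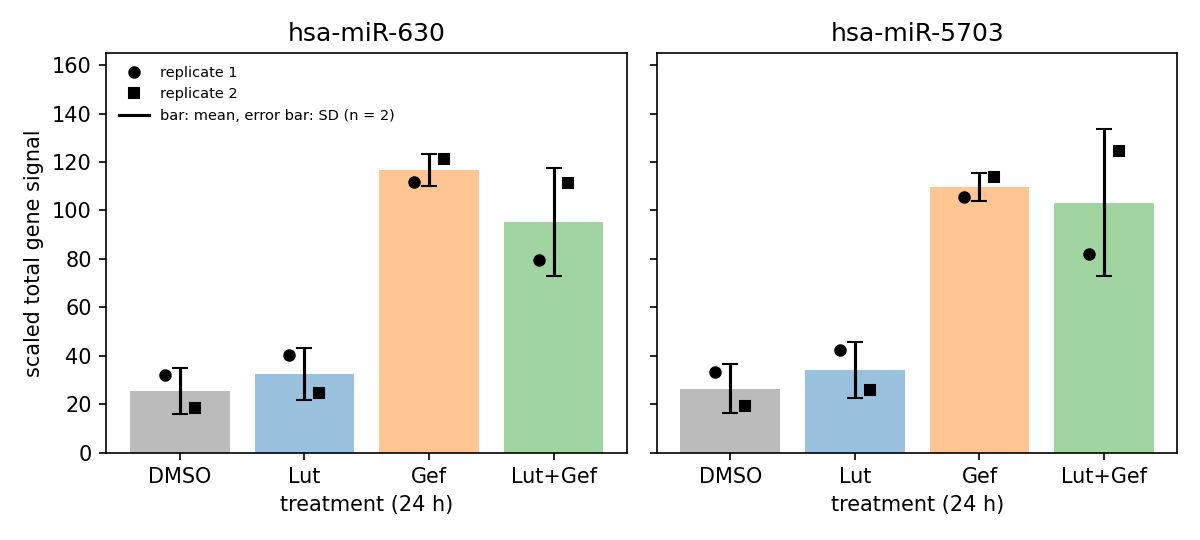
Scaled total gene signal of hsa-miR-630 and hsa-miR-5703 (linear scale, arbitrary units) in each treatment, with bars at the mean, error bars of 1 SD and a point for each of 2 replicates. Both gefitinib-containing treatments lie above both DMSO arrays, and luteolin overlaps DMSO.

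Luteolin against DMSO asked which miRNAs responded to luteolin alone. Of 480 miRNAs tested, 10 were called, 1 higher and 9 lower, and all 10 changed over 2-fold. Without adjustment, 41 had a limma p under 0.05. Of the 10, 5 were detected on no array of 1 group, and 2 were detected on all 8 arrays. The count moved most when only the arrays of the groups compared entered the limma fit and with the methods' t-test after adjustment, which each called 0, with 30 and 26 under 0.05 before adjustment. It was 6 without DMSO replicate 2 and 18 without luteolin replicate 2, of which 8 were higher and 10 lower. miR-503-5p fell by 3.02 (SE 0.17, adjusted p = 0.00179), from 10.3 ± 0.732 (SD, n = 2) to 1.28 ± 0.246. miR-29b-1-5p fell by 1.70 (SE 0.24, adjusted p = 0.0262), from 22.8 ± 4.20 to 7.06 ± 1.59. let-7a-3p fell by 1.48 (SE 0.17, adjusted p = 0.0112), from 4.27 ± 0.0164 to 1.55 ± 0.291. miR-181a-3p, let-7e-3p and miR-432-5p were detected on no luteolin array and were 6.26-fold, 3.71-fold and 3.50-fold lower by the bound, respectively. miR-3617-5p was detected on no DMSO array and was 2.90-fold higher with luteolin by the bound. Each of these changes was smaller than its bound on the mean processed signal and with a floor of 1. Among these miRNAs, only let-7e-3p kept its call on the mean processed signal, and miR-3617-5p also lost its call with a floor of 1.

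In the comparison of gefitinib-treated with DMSO-treated cells, 58 miRNAs were called, 36 higher and 22 lower, and 40 of these changed over 2-fold. Without adjustment, 114 had a limma p under 0.05. Of the 58, 35 were detected on all 8 arrays and 16 were detected on no array of 1 group. Counting both gefitinib arrays as 1 sample, an alternative chosen after seeing the data, moved the count most, to 14. The count was 15 without gefitinib replicate 1, 17 without gefitinib replicate 2, 18 without either DMSO replicate and 29 without either replicate of luteolin plus gefitinib. After miR-630 and miR-5703, the largest rises were those of miR-188-5p (1.69, adjusted p = 0.0190), miR-4534 (1.68, adjusted p = 0.0469) and miR-642a-3p (1.62, adjusted p = 0.00708). Their signals rose from 11.0 ± 1.71, 8.33 ± 1.58 and 136 ± 8.89 (SD, n = 2) to 35.4 ± 1.93, 26.5 ± 1.32 and 415 ± 5.32. miR-503-5p fell by 2.76 (SE 0.17, adjusted p = 0.00147), to 1.52 ± 0.00608. miR-15b-3p fell by 1.49, let-7a-3p fell by 1.49, miR-100-3p fell by 1.44 and miR-29b-1-5p fell by 1.21, with adjusted p-values between 0.00614 and 0.0406. miR-3610, miR-629-3p and miR-4689 were detected on no DMSO array and were 9.61-fold, 9.11-fold and 6.99-fold higher by the bound. let-7e-3p and miR-3935 were detected on no gefitinib array and were 4.17-fold and 3.05-fold lower by the bound.

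Luteolin plus gefitinib against DMSO gave 58 calls, 29 higher and 29 lower, and 39 of these changed over 2-fold. Without adjustment, 124 miRNAs had a limma p under 0.05. Of the 58, 38 were detected on all 8 arrays and 18 were detected on no array of 1 group. Testing all miRNAs with no filter moved the count most, to 12. The count was 14 without DMSO replicate 2, 20 without replicate 2 of luteolin plus gefitinib, 28 without either gefitinib replicate and 31 without DMSO replicate 1. After miR-5703 and miR-630, the largest rises were those of miR-3152-3p (1.45, adjusted p = 0.0339), miR-4687-3p (1.21, adjusted p = 0.0158) and miR-4443 (1.16, adjusted p = 0.0113). miR-100-3p fell by 3.45 (SE 0.31, adjusted p = 0.00234), from 43.0 ± 7.40 (SD, n = 2) to 3.91 ± 0.213. miR-503-5p fell by 2.60, miR-29b-1-5p fell by 2.39, miR-431-3p fell by 2.08 and miR-15b-3p fell by 1.74, with adjusted p-values between 0.00116 and 0.0158. let-7a-3p, miR-181a-3p and miR-222-5p were detected on no array of the co-administration and were 6.19-fold, 5.52-fold and 5.18-fold lower by the bound. miR-3667-5p, miR-3610 and miR-629-3p were detected on no DMSO array and were 7.34-fold, 7.27-fold and 6.63-fold higher by the bound.

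The 50 named calls had the same direction under every alternative that gave a value. When 1 array was left out, the largest shift among them was 0.39 on the log2 scale, for miR-630 and miR-5703 without a DMSO replicate. Of these calls, 37 were lost in at least 1 fit that left out an array: 31 were lost without DMSO replicate 2, 30 without either gefitinib replicate and 1 without either luteolin replicate. The calls of miR-503-5p and of let-7e-3p in the drug groups named above held whichever array was left out, as did those of miR-432-5p with luteolin, of miR-3935 with gefitinib, and of miR-100-3p, miR-29b-1-5p, let-7a-3p and miR-222-5p with luteolin plus gefitinib. The miRNA genes of miR-503-5p and miR-100-3p lie within MIR503HG and MIR100HG.

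To ask what each drug added to the other, luteolin plus gefitinib was compared with each drug alone. Against luteolin alone, 9 miRNAs were called, 6 higher and 3 lower, and 4 of the 9 were detected on all 8 arrays. Without adjustment, 74 had a limma p under 0.05. Scaling to control probes raised this count to 28, the fit of the groups compared alone in limma gave 0 with 44 under 0.05 before adjustment, and leaving out 1 array gave 3 without either gefitinib replicate, 18 and 15 without luteolin replicates 1 and 2, and 17 and 4 without replicates 1 and 2 of luteolin plus gefitinib. Against gefitinib alone, 22 miRNAs were called, 5 higher and 17 lower, and 8 were detected on all 8 arrays. Without adjustment, 60 had a limma p under 0.05. That count was 7 when only miRNAs detected on all arrays were tested, 11 and 13 without gefitinib replicates 1 and 2, and 14 without replicate 2 of luteolin plus gefitinib. It was 33 without either luteolin replicate. miR-3125, miR-5194 and miR-4716-3p were higher with both drugs than with either alone. The log2 fold changes were 1.31, 1.25 and 1.03 against luteolin (adjusted p = 0.0144, 0.0279 and 0.0388) and 1.24, 1.34 and 0.83 against gefitinib (adjusted p = 0.00778, 0.00974 and 0.0467). These calls were lost with no scaling and with scaling to spike-in probes. Against gefitinib, miR-182-3p fell by 2.37 (SE 0.20, adjusted p = 0.00305), from 12.8 ± 0.220 (SD, n = 2) to 2.47 ± 0.213, and this call held under every alternative. miR-100-3p fell from 16.1 ± 5.10 to 3.91 ± 0.213 (adjusted p = 0.0215), and miR-769-3p fell by 1.24 (adjusted p = 0.0107).

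The interaction asked whether luteolin plus gefitinib differed from the sum of both single effects on the log2 scale. It was called for 16 of 480 miRNAs, 9 above the sum and 7 below, with 49 under 0.05 before adjustment. Of the 16, 3 were detected on all 8 arrays, and the other 13 were undetected on all arrays of at least 1 group. The count moved most, to 2, on the mean processed signal, on the series table and among miRNAs detected on all arrays. It was 6 and 9 without DMSO replicates 1 and 2, 4 and 3 without gefitinib replicates 1 and 2, 8 and 3 without replicates 1 and 2 of luteolin plus gefitinib, and 24 without luteolin replicate 2. The 3 were miR-503-5p (3.18, SE 0.24, adjusted p = 0.00319), miR-3125 (1.59, SE 0.20, adjusted p = 0.0167) and miR-5194 (1.46, SE 0.24, adjusted p = 0.0361). For miR-503-5p the sum of both effects would have given a signal of 0.187, below the floor of 0.609, so an interaction of at least 1.71 was fixed by the range of the measurement. Its measured signal was 1.70 with both drugs. miR-3125 had a signal of 18.5 ± 1.20 (SD, n = 2) with DMSO, 14.5 ± 1.28 with luteolin, 15.3 ± 1.11 with gefitinib and 36.0 ± 0.362 with both. miR-5194 had 24.5 ± 2.15, 22.5 ± 3.79, 21.0 ± 1.15 and 53.0 ± 1.79 in the same order. The interaction of miR-5194 was lost on leaving out any DMSO, gefitinib or luteolin plus gefitinib array, with adjusted p-values up to 0.164, and that of miR-3125 in 5 such fits, with adjusted p-values up to 0.0799. The interaction of miR-630 was -0.68 (adjusted p = 0.919) and that of miR-5703 was -0.49 (adjusted p = 0.986).

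The similarity of the drug responses was measured across the 365 miRNAs detected on all arrays, as 3 correlations of log2 fold changes against DMSO. Pearson's r was 0.578 for luteolin and gefitinib, 0.764 for luteolin and the co-administration, and 0.775 for gefitinib and the co-administration, and Spearman's rho was 0.565, 0.709 and 0.748. Simulated unchanged groups that share the DMSO arrays gave a mean r of 0.501 (SD 0.0774) and a maximum of 0.711, and a mean rho of 0.457. The value for luteolin and gefitinib lay within this range, and the other 2 lay above it. The simulation gave each miRNA the same spread in all groups. The measured SD of replicate differences across miRNAs was 0.487 for DMSO, 0.206 for gefitinib and 0.379 for the co-administration. A control that varies more than the drug groups raises r. For gefitinib and the co-administration, a value above this range therefore does not exclude the shared DMSO arrays as its source. Combinations of the observed differences between replicates, which keep deviations that arrays have in common, gave r values as large in 112, 64 and 64 of 192 cases. In these combinations the deviations of any group stand for those of any other. With different DMSO arrays for the 2 drugs, r was 0.543 and 0.525 for luteolin and gefitinib, 0.615 and 0.740 for luteolin and the co-administration, and 0.537 and 0.506 for gefitinib and the co-administration. The correlation of luteolin and gefitinib fell to 0.362 without luteolin replicate 1, and that of luteolin and the co-administration to 0.554 and 0.584 without luteolin replicates 1 and 2. Of the calls, luteolin and gefitinib shared 9, luteolin and the co-administration shared 10, and gefitinib and the co-administration shared 35, each in the same direction in both. Simulated unchanged groups, drawn with no deviation common to arrays of different groups, shared at most 2, but such groups yield almost no calls, so this number is no measure of the overlap between 2 changed groups that share the DMSO arrays.

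**Figure D3:**
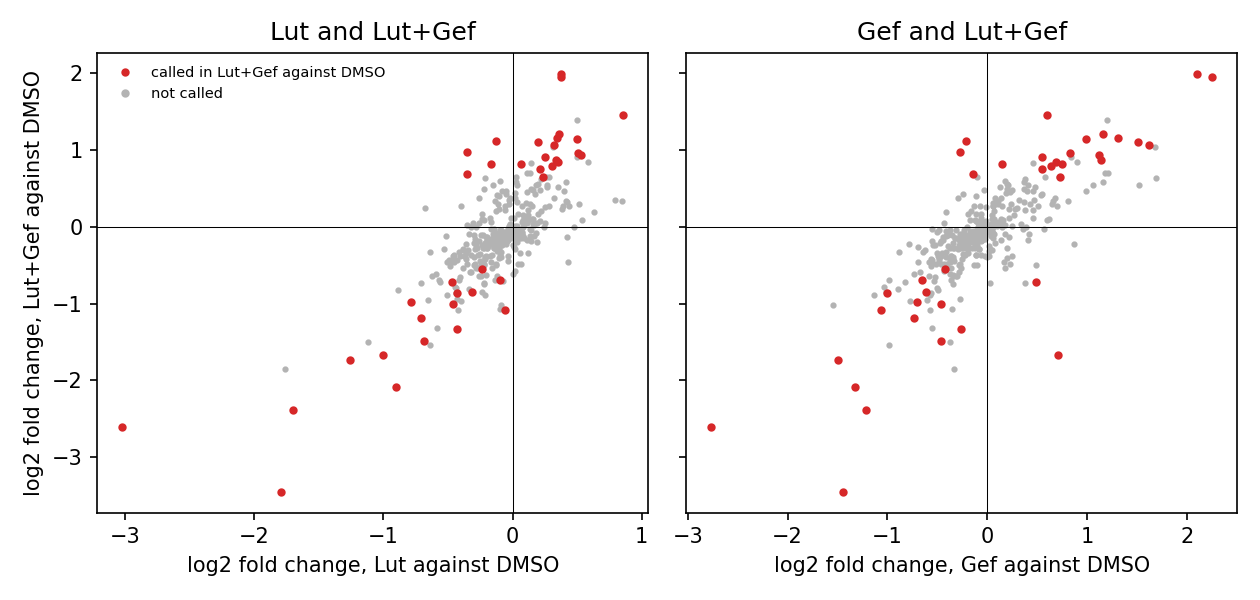
Log2 fold change of luteolin plus gefitinib against DMSO (vertical axis) plotted against that of luteolin or gefitinib alone (horizontal axis) for the 365 miRNAs detected on all 8 arrays, with miRNAs called in the co-administration in red. The correlations were 0.764 and 0.775, and 0.501 was the mean for simulated unchanged groups of equal spread, which the measured groups did not have.

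Families of miRNAs were compared as sets, to ask whether related miRNAs moved together. None of the 15 tests over 5 families and 3 drug groups passed, with 0 called by camera and 0 by fry, and before adjustment 1 had a camera p under 0.05 and 0 had a fry p under 0.05. The lowest camera p was that of the miR-17 cluster and its paralogues with gefitinib (0.00753, adjusted p = 0.113), for which fry gave 0.115. All 11 members tested lay lower with gefitinib than with DMSO, with a median of -0.37. The median over all miRNAs detected on all arrays was -0.11. Of the 11, 10 also lay lower with luteolin (median -0.21) and 11 with luteolin plus gefitinib (median -0.17), against the same DMSO arrays. With gefitinib and scaling to spike-in probes, 8 of these 11 lay higher instead. With gefitinib, 4 of 11 did with no scaling and with scaling to control probes. Over all alternatives the adjusted camera p of this family with gefitinib ranged from 0.00254 to 0.400. It was 0.00254 with normexp and quantile normalization, 0.00544 after quantile normalization alone, 0.00878 without DMSO replicate 1, and 0.0484 and 0.0323 without luteolin replicates 1 and 2. Other families also passed in single fits. With luteolin, let-7 lay higher at an adjusted camera p of 0.000754 without luteolin replicate 1 and 0.0121 without DMSO replicate 2, and the miR-15/16 family lay lower at 0.0137 without luteolin replicate 2.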

Values the study reported

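For gefitinib, the study reported a rise of about 6.2-fold in miR-630 and 5.5-fold in miR-5703 relative to cells given DMSO. For luteolin, it reported a rise of 1.4-fold in both miRNAs.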

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

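The fits used here were planned as alternatives, but the tests of the floor, of the replicate block and of the size of single interactions without an array were chosen only after the result was seen, and those of scaling and of the number of calls without replicate 2 of luteolin plus gefitinib were chosen before.

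The effect of luteolin differed with and without gefitinib by the test of the interaction, which called 16 of 480 miRNAs. Of these, 3 were detected on all 8 arrays: miR-503-5p (3.18), miR-3125 (1.59) and miR-5194 (1.46). The other 13 were undetected on all arrays of at least 1 group.

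Values at the floor of 0.609 are argued against for miR-3125 and miR-5194, whose lowest scaled signals on the 8 arrays were 13.6 and 19.8. The call of miR-5194 depends on which miRNAs are tested beside it, since its adjusted p in limma was 0.0740 when only miRNAs detected on all 8 arrays were tested, where miR-3125 had 0.0306. Values at the floor cannot be told apart from a response to both drugs for miR-503-5p, where each drug alone had already lowered the signal to near the detection limit, and the sum of both effects lies below the floor at 0.187, so that at least 1.71 of its 3.18 would have been seen whatever the drugs did together. Its signal was 1.28 ± 0.246 (SD, n = 2) with luteolin, 1.52 ± 0.00608 with gefitinib and 1.70 ± 0.0597 with both, and its interaction shows only that both drugs together lowered it no further. For the 13 miRNAs undetected on some arrays, 0 were still called on the mean processed signal. There undetected miRNAs keep a measured value only where it lies above the floor of that setting. miR-5194, far above the floor, also lost its call there (limma adjusted p = 0.0650). The loss of calls is therefore not specific to values at the floor, which remain a candidate explanation for these 13.

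An array-wide loss of signal in replicate 2 of luteolin plus gefitinib is argued against for the 3 miRNAs detected on all 8 arrays, since without that array their interactions were 3.15, 1.60 and 1.43.

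For the other calls such a loss cannot be told apart from a response to both drugs. That array had the fewest detected miRNAs and a control probe signal of 8956, against 12913 to 15524 on the others, and without it 3 miRNAs were called. The number also fell to 3 without gefitinib replicate 2, whose signal was not low, so the fall does not single out that array. The difference between replicates cannot be told apart either. When the replicate number entered the fit as a block, 12 miRNAs were called, among them miR-503-5p and miR-3125 and not miR-5194 (adjusted p = 0.0562). The block assumes a shift common to all groups, which gefitinib did not share, and leaves the size of the interactions as it was. Scaling between arrays cannot be told apart from a response to both drugs: under the 4 other scalings the fewest calls were 3, with scaling to spike-in probes, and both miR-3125 and miR-5194 lost their call there and with no scaling. The shifts fell to 1.08 and 0.95 with spike-in probes and to 1.10 and 0.97 with no scaling, and kept their direction. Both calls were kept after quantile normalization (1.44 and 1.35, adjusted p = 0.00807 each) and with control probes (1.55 and 1.42, adjusted p = 0.0151 and 0.0370). The call of miR-503-5p was kept under the other scalings but lost after quantile normalization (3.88, adjusted p = 0.114) and with normexp and quantile normalization (0.29, adjusted p = 0.0558). A response to both drugs that differs from the sum of the single responses remains possible and was not tested by other means. The number of arrays limits what these tests can exclude.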

How the results depend on the processing

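The replicate block without the gefitinib arrays and the count of both gefitinib arrays as 1 sample were chosen after seeing the data, and all other alternatives were planned. Where an array was left out, the lone array of its group was assumed to vary like the other groups.

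The counts within 1.5 times of the reported one were 16 of 27 for luteolin against DMSO, 17 of 26 for gefitinib, 15 of 27 for luteolin plus gefitinib, 9 of 27 for luteolin plus gefitinib against luteolin, 13 of 26 for the same against gefitinib, and 6 of 23 for the interaction. Among the alternatives of the 50 named calls, 904 values kept the call, 395 lost it and 0 turned direction. The calls kept under every alternative were let-7a-3p and miR-222-5p with luteolin plus gefitinib, miR-182-3p against gefitinib and miR-503-5p with gefitinib. The call of miR-630 was kept under 20 of 26 alternatives with gefitinib (log2 fold change 1.42 to 2.75) and 16 of 27 with luteolin plus gefitinib (1.14 to 2.38). That of miR-5703 was kept under 17 of 26 (1.33 to 2.60) and 15 of 27 (1.19 to 2.42). Detection by spots well above background lay within 1.5 times of the reported number on every array.

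The median log2 fold change over miRNAs detected on all arrays was -0.09 for luteolin, -0.11 for gefitinib and -0.13 for luteolin plus gefitinib. It was 0.06, 0.25 and -0.10 with no scaling, 0, -0.09 and -0.04 after quantile normalization, 0.02, 0.25 and 0.30 with control probes, and 0.13, 0.38 and 0.08 with spike-in probes. The split of calls also moved, though not in step with the median. For gefitinib, 36 were higher and 22 lower as reported, 35 and 7 with no scaling, 60 and 10 with control probes, and 52 and 7 with spike-in probes. For luteolin plus gefitinib, 29 and 29 became 13 and 17 with no scaling, 40 and 15 after quantile normalization, 78 and 21 with control probes, and 26 and 16 with spike-in probes.

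With no scaling, 30 miRNAs were called for luteolin plus gefitinib in place of 58, 2 against luteolin (1 higher and 1 lower) in place of 9, and 5 for the interaction in place of 16. The split against gefitinib was 2 higher and 19 lower, in place of 5 and 17. Quantile normalization called 3 for luteolin (1 higher and 2 lower) in place of 10, 19 against luteolin (16 and 3), 11 against gefitinib (7 and 4) in place of 22, and 7 for the interaction (6 and 1), with 2 families. Control probes called 99 for luteolin plus gefitinib and 28 against luteolin (26 and 2). Spike-in probes called 5 for luteolin, 3 against luteolin and 3 for the interaction (2 and 1), with a split of 2 and 17 against gefitinib. The cause was not tested.

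The mean processed signal and the series table each called 11 against gefitinib and 2 for the interaction. Normexp with quantile normalization called 1 for luteolin, 10 against gefitinib and 3 for the interaction, with 3 families, and the Pearson correlation of gefitinib and luteolin plus gefitinib across miRNAs was 0.858 in place of 0.775. The cause was not tested.

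Testing only miRNAs detected on all arrays called 2 for luteolin, 36 for gefitinib in place of 58, 4 against luteolin, 7 against gefitinib and 2 for the interaction, since fewer miRNAs were tested. No filter called 5, 18 and 12 for the drug groups, 3 against luteolin and 13 against gefitinib. There miRNAs at the floor on every array have no spread and enter the prior. The log2 fold changes of miR-630 stayed 2.26 for gefitinib and 1.95 for luteolin plus gefitinib, and their adjusted p became 0.178 and 0.272. Those of miR-5703 stayed 2.11 and 1.99, with 0.248 and 0.284. A floor of 1 called 9 for the interaction. The log2 of the signal plus 16 called 1 for luteolin, 15 against luteolin, 8 against gefitinib and 3 for the interaction, and a trend in the prior called 7 for the interaction. The cause was not tested for these.

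The methods' t-test on the scaled log2 signals, with a fold change over 2, called 13 for luteolin, 46 for gefitinib, 44 for luteolin plus gefitinib, 12 against luteolin and 34 against gefitinib. By its unadjusted p, miR-630 and miR-5703 had 0.0297 and 0.0338 with gefitinib, and 0.0520 and 0.0572 with luteolin plus gefitinib, for the log2 fold changes of 1.95 and 1.99. After Benjamini-Hochberg adjustment it called 0 for luteolin (26 before adjustment), 13 for luteolin plus gefitinib and 1 against luteolin, and miR-630 and miR-5703 had 0.150 and 0.160 with gefitinib (2.26 and 2.11) and 0.275 and 0.286 with luteolin plus gefitinib. The limma fit of only the groups compared called 0 for luteolin (30 before adjustment), 31 for luteolin plus gefitinib, 0 against luteolin (44 before adjustment) and 41 against gefitinib, and gave miR-630 and miR-5703 0.111 and 0.114 with luteolin plus gefitinib. These tests rest on fewer arrays. The interaction needs all 4 groups and was not run in them.

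The replicate numbers were not taken to pair the samples. The correlation across miRNAs of deviations from the group means was 0.409 to 0.908 between DMSO, luteolin and luteolin plus gefitinib, but -0.135 to 0.0652 with gefitinib, so the numbers tie 3 of the 4 groups. With the replicate block, the calls were 9, 58 and 62 for the drug groups, 5 against luteolin, 24 against gefitinib and 12 for the interaction, with 1 family, that of the miR-17 cluster with gefitinib (limma camera, adjusted p = 0.0178). With luteolin, miR-630 and miR-5703 stayed uncalled in the block (adjusted p = 0.754 and 0.765), where the ratio of same-numbered arrays before scaling was 1.43 and 1.45 for each. The block without the gefitinib arrays called 4 for luteolin, 24 for luteolin plus gefitinib and 2 against luteolin, and miR-630 and miR-5703 kept 1.95 and 1.99 with adjusted p of 0.0972 and 0.108 with luteolin plus gefitinib. With both gefitinib arrays counted as 1 sample, 14 were called for gefitinib, 28 for luteolin plus gefitinib, 3 against luteolin, 13 against gefitinib and 4 for the interaction. miR-630 and miR-5703 had adjusted p of 0.138 and 0.169 with gefitinib (2.26 and 2.11) and 0.0897 each with luteolin plus gefitinib (1.95 and 1.99). Both fits have fewer arrays or samples.

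Leaving out 1 array gave 6 to 18 calls for luteolin, 15 to 70 for gefitinib, 14 to 73 for luteolin plus gefitinib, 3 to 18 against luteolin, 11 to 33 against gefitinib and 3 to 24 for the interaction, and 0 to 3 families. The log2 fold change of miR-630 ranged from -0.02 to 0.77 with luteolin, 1.86 to 2.65 with gefitinib and 1.55 to 2.34 with luteolin plus gefitinib. That of miR-5703 ranged from -0.02 to 0.77, 1.71 to 2.50 and 1.59 to 2.38. Without DMSO replicate 2, the luteolin changes reversed to -0.0208 for miR-630 and -0.0184 for miR-5703. The Pearson correlation across miRNAs ranged from 0.362 to 0.677 for luteolin and gefitinib, 0.554 to 0.808 for luteolin and luteolin plus gefitinib, and 0.726 to 0.811 for gefitinib and luteolin plus gefitinib. Without a luteolin array, whose replicates differed most, every count rose except that of the interaction without luteolin replicate 1, which was 11. The cause was not tested.

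Scaling to the 75th percentile over all miRNAs was not run, since it falls on 0.1, the value given to undetected miRNAs, on 5 of the 8 arrays. A block for slide or scan was not run, since there was 1 slide and 1 scan. Signal over background limits the results to the 480 of 1887 miRNAs that were tested. The size of a change of a miRNA near the floor of 0.609 depends on the floor.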

Other observations

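All tests in this part were chosen only after the results were seen.

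The signals of miR-630 and miR-5703 rose and fell together. Their ratio varied across the 8 arrays by an SD of 0.085 on the log2 scale, and the next nearest miRNA to miR-630 was miR-4534 with 0.435. Among the 66430 pairs of miRNAs detected on all arrays, 0.646% had a ratio that varied as little, so such a ratio is not unique to this pair. Of 90 pairs of probes that read 1 miRNA at a like level, 38.9% varied as much or more, with a median SD of 0.0663, and the probes of miR-630 and of miR-5703 varied against each other by 0.124 and 0.192. The 2 miRNAs have 0 probes in common. The values fit the explanation that both probe sets read 1 RNA, which may be either miRNA or another RNA. The array files hold no probe sequences, so cross-hybridisation was not tested, and a common control of the 2 miRNAs remains open as untested. If 1 RNA is read, the rises of the 2 miRNAs count as 1 result.

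Replicates 1 and 2 of DMSO, luteolin and luteolin plus gefitinib differed in the same miRNAs. Across the 365 miRNAs detected on all arrays, which are not independent replicates, the Pearson correlation of the replicate differences was 0.908 between DMSO and luteolin, 0.409 between DMSO and luteolin plus gefitinib, and 0.461 between luteolin and luteolin plus gefitinib, as 3 of 6 relations. Those with gefitinib lay between -0.135 and 0.0652. Independent noise of spots and arrays is argued against by the 0.908. The row of the slide is argued against, since the gefitinib difference correlated at -0.0767 with the mean difference of the other groups. A distortion that depends on brightness is argued against, since the correlation between DMSO and luteolin was 0.893 after quantile normalization. A culture, RNA or labelling batch that the gefitinib replicates do not share cannot be told apart from other causes, because the labels name no batch. The mean correlation over the 3 pairs was 0.592. No biological explanation was tested.

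The gefitinib replicates differed less than those of the other groups. Their mean squared difference was 0.953 times the scanner's squared error, against 2.30 or more in the others. They were not copies of 1 file, since 0 values were identical. A hybridisation adds noise of its own, and the mean squared difference was 20.9 times the squared noise among spots. Whether 1 RNA sample was hybridised to both arrays therefore cannot be told apart from 2 cultures that were alike. If it was 1 RNA, the gefitinib group could hold 1 biological sample. Counting it so left 14 of the 58 calls of gefitinib against DMSO, and the adjusted p of miR-630 and miR-5703 became 0.138 and 0.169. No biological explanation was tested.

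Many of the miRNAs that fell in the drug groups were arms of a hairpin that older names marked as the minor arm. A list of 149 such names, made after this was seen, held 43 tested miRNAs, with median log2 fold changes of -0.47 with luteolin, -0.46 with gefitinib and -0.95 with luteolin plus gefitinib. Since 14 of the 43 had prompted the list, the other 29 were tested alone and had medians of -0.28, -0.20 and -0.50. Signals near the detection limit are argued against as the whole cause, since 0.86% of 10000 random lists of like level had a median as low with luteolin plus gefitinib. The lists draw miRNAs as if they were independent, and camera, which allows for correlation, gave p = 0.00184 for luteolin, 0.783 for gefitinib and 0.0367 for luteolin plus gefitinib. For luteolin plus gefitinib the difference between replicates is argued against, since the smaller fall of the median in the 2 replicates was -0.42. It was -0.22 with luteolin and -0.09 with gefitinib. Scaling is argued against for the arms lying below other miRNAs of like level, since after quantile normalization 0.75% of random lists were as low with luteolin, 2.03% with gefitinib and 0.36% with luteolin plus gefitinib. The other scalings use 1 factor per array, which moves the arms and the lists alike except at the floor, so they test little here. With luteolin plus gefitinib, 4.51% of random lists were as low with no scaling, 2.69% with spike-in probes and 1.37% with control probes. With either drug alone, at most 0.13% were. Scaling cannot be told apart from a fall below the level in DMSO-treated cells. Under the 4 other scalings the median of the 29 stayed between -0.37 and -0.10 with luteolin plus gefitinib and between -0.17 and -0.08 with luteolin, but ran from -0.17 to 0.128 with gefitinib. Those with a partner arm detected on all arrays lay below it by a median of -0.22, in 8 of 11 pairs (exact sign test across pairs, p = 0.227), too few pairs to decide. Less new miRNA, seen first in the shorter-lived arm, could give this pattern and cannot be told apart from faster loss at 1 time point. The partner arms had a median of -0.10 with luteolin plus gefitinib. The drugs remain an open and untested explanation.

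Of the 5 human small-RNA control probe sets that the scaling to control probes used, 3 lay below both DMSO arrays on both arrays of luteolin plus gefitinib before scaling, and 0 lay above. The numbers before scaling were 0 below and 2 above for luteolin, and 1 below and 1 above for gefitinib. After scaling to the 75th percentile they were 3 below for luteolin, 5 below for gefitinib and 5 below for luteolin plus gefitinib, with 0 above in each group, so the contrast between groups depends on the scaling. The sets of 1 array are not independent of each other.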
